A study of Mus musculus with 2 samples. Its data were reported in "Frataxin deficiency shifts metabolism to promote reactive microglia via glucose catabolism" (2024).

How the data were processed

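Single-cell RNA sequencing of mouse cerebellum was analysed for 2 libraries, 1 labelled WT and 1 labelled KIKO. KIKO (knock-in knock-out) mice model Friedreich ataxia. According to the methods of the study, cerebella were pooled before dissociation, so that each library holds cells of several mice that cannot be told apart here, and the suspensions were frozen and thawed before capture. The labels give the droplet-based 10x Genomics protocol, which captures the 3′ end of polyadenylated RNA and tags each molecule with a unique molecular identifier (UMI).

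The deposited matrices hold whole-number UMI counts per gene and barcode, which the authors made with Cell Ranger against the mouse mm10 reference. No normalisation had been applied to these deposited counts. Each matrix lists 32285 genes, and 32235 of their identifiers were found in the GENCODE vM21 annotation of GRCm38 (mm10), from which all coordinates were taken. Where 2 rows shared a gene symbol, the row with more UMIs was used. The library labelled WT held 3237 barcodes and 54779323 UMIs, and the library labelled KIKO held 3685 barcodes and 38399562 UMIs.

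Cells were filtered with the limits that the study states. Barcodes were kept with more than 500 genes, more than 1000 UMIs, under 10% mitochondrial UMIs, at most 10000 genes and at most 20000 UMIs. The upper limits were read as 2 separate limits. The methods of the study can also be read as removing barcodes over both limits at once, which held for 9 barcodes labelled WT and 1 labelled KIKO, and the alternative without upper limits covers that reading closely. That alternative kept 4417 cells of both libraries, closer to the total the study gave than the 3451 kept here. The study may therefore have used that reading. The filter kept 1388 cells labelled WT and 2063 cells labelled KIKO, with 11081338 and 16377785 UMIs and medians of 7128.5 and 7234.0 UMIs per cell. No doublets were removed, and the study names no doublet removal. Scrublet (in scanpy 1.11.5) called 2 cells labelled WT and 2 labelled KIKO as doublets, 0.144% and 0.0969% of cells, so its automatic threshold separated almost nothing, and any doublets remain in the data.

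Cells of both libraries were merged and clustered in Seurat 5.3.0 (R 4.3.3) with log-normalisation, 2000 variable genes, 20 principal components and a resolution of 0.5, as the study states, and without integration, which the study does not name. In one departure, the genes of the preset lists were left out of the variable genes, so that no list gene shaped the clusters in which it was compared. Clusters were named from markers of 19 cell classes fixed before the data were examined, and a name ending in "-like" means only that these markers were found. Clusters of pericyte-like cells are called mural-like. A cluster with oligodendrocyte and astrocyte markers is called macroglia-like. One cluster with few UMIs per cell and no marker among its leading genes stayed unnamed, although all 12 endothelial markers were detected in it. One of the 2 microglia-like clusters also had few UMIs per cell, with microglia markers among its leading genes, and was kept. The border macrophage-like cluster rested on 3 of 8 markers and held 6 cells with a UMI of the B cell gene Cd79a in each library. Class names were rebuilt here and can differ from those of the study.

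The groups were compared without any test, because each holds 1 library. Cells of a library are not replicates. UMI counts were summed per library and class and given as counts per 1e6 UMIs of that sum (CPM), and a ratio is the CPM labelled KIKO over the CPM labelled WT. Ratios of counts carry an exact 95% interval of a ratio of 2 Poisson counts, single counts an exact Poisson interval, shares an exact (Clopper-Pearson) binomial interval (for a share of 0, the share that 3 counts would give is printed as its limit), and differences of shares a Newcombe interval. List medians carry an interval from 300 Poisson draws of the counts. All these intervals cover counting error only, not differences between mice, dissections or library preparations. Intervals of ratios, single counts and list medians also take each UMI as an independent draw. They leave out how unevenly the cells of a class carry a gene, so they can be too narrow. Where a count was 0, a ratio was computed against a floor of 3 counts and is a bound by that rule only, past which the exact interval can reach. Classes with at least 50 cells in each library were compared gene by gene, which were the endothelial-like, mural-like, choroid plexus epithelial-like, microglia-like and T cell-like classes. The number of genes at or past 2-fold, with at least 50 CPM in one library, describes these libraries. Beside it stands the mean number that counting error alone gave in 100 simulated pairs of libraries with a common rate per gene. These pairs leave out unevenness between cells too, so an excess over them can be overstated.

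The 15 gene lists were fixed before the data were examined. The list median was taken over list genes with at least 10 UMIs in both libraries together, and it is given with its percentile among 10000 random lists of the same size, matched on mean expression within 100 ranks. The percentile is a description, not a test. Genes are named by a rule fixed in advance: the genes of the lists, and in each class the 5 highest and 5 lowest ratios among genes with at least 50 CPM in one library and at least 30 UMIs in both together, leaving out class markers and sex-linked transcripts. Some items chosen in advance or by this rule are not reported here. Shares of cells with a UMI of the butyrate receptors were also computed after thinning each cell to 1000 UMIs, and endothelial-like cells served as background.

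The ratio, its interval, the 2-fold rule and the list percentile were tested on simulated Poisson counts with 200 genes changed 4-fold. The interval assumes Poisson counts as well, and 4-fold lies well past 2-fold. The test therefore checks the computation, not whether these data meet the assumption, and it leaves out unevenness between cells. In the endothelial-like simulation, run on 3683 genes, 100.0% of the changed genes passed 2-fold in the right direction, with 0 unchanged genes past it, and the interval covered the true ratio for 95.1% of genes. In the microglia-like simulation, run on 3567 genes, 100.0% passed, 17 unchanged genes passed too, and coverage was 94.5%.

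The alternatives were a looser filter (more than 200 genes, more than 500 UMIs, under 20% mitochondrial UMIs, no upper limit), a stricter filter (more than 1000 genes, more than 2000 UMIs, under 5% mitochondrial UMIs), no upper limits, called doublets left out, all 2000 variable genes, resolutions of 0.2 and 1, canonical correlation integration, edgeR 4.0.16 TMM factors, DESeq2 1.42.0 size factors, the mean over cells, library sizes without choroid plexus epithelial markers and mitochondrial genes, other minimum counts, class weights held equal, thinning depths of 1000 and 2000 UMIs, and shares of cells other than choroid plexus epithelial-like or endothelial-like cells. Other alternatives were chosen after seeing the data: leaving out the 3% of cells with the highest Scrublet scores, leaving out the low-UMI microglia-like cluster, joining border macrophage-like to microglia-like cells, and leaving out a T cell-like cluster found in the library labelled KIKO alone. Python 3.11.15, numpy 2.4.6 and scipy 1.17.1 were used for the statistics.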

Results

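Cerebellar cells of WT and KIKO mice were profiled by single-cell RNA sequencing, with 1 library per genotype. The study asked which cell types change in number and in expression in the cerebellum of KIKO mice, a model of Friedreich ataxia, and in particular whether microglia lose homeostatic genes and gain inflammatory ones. Each group holds 1 library, so no difference below has a replicate check and no test was made. After filtering, the library labelled WT held 1388 cells with 11081338 UMIs and the library labelled KIKO held 2063 cells with 16377785 UMIs. Median depth was close in both, with 7128.5 UMIs and 2623 genes per cell labelled WT and 7234.0 UMIs and 2683 genes per cell labelled KIKO.

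All directions below are those of the library labelled KIKO against the library labelled WT. They follow the labels, which no value given here verifies.

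The number of cells per class was compared first. Endothelial-like cells made up 55.8% of cells labelled WT (binomial interval 53.2 to 58.5) and 58.8% of cells labelled KIKO (56.7 to 61.0). Mural-like cells made up 12.6% (10.9 to 14.5) and 11.9% (10.5 to 13.4). Both differences were within counting error under this filter. For endothelial-like cells this did not hold under other filters. Their shares were 49.3% (47.1 to 51.6) and 58.7% (56.7 to 60.6) without the upper limits on UMIs and genes. With the looser filter they were 39.3% (37.4 to 41.3) and 47.3% (45.5 to 49.1). Choroid plexus epithelial-like cells, which line the ventricles and secrete cerebrospinal fluid, were 119 cells or 8.57% (7.15 to 10.2) in the library labelled WT and 90 cells or 4.36% (3.52 to 5.34) in the library labelled KIKO. The difference was -4.21 percentage points (-5.99 to -2.54). It was the share that moved most with the processing and reached -15.3 points without the upper limits on UMIs and genes. Of the choroid plexus epithelial-like barcodes found without these limits, 329 of 448 labelled WT and 96 of 184 labelled KIKO held more than 20000 UMIs, so the filter removed 73.4% (69.1 to 77.5) and 52.2% (44.7 to 59.6) of them.

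**Figure D1:**
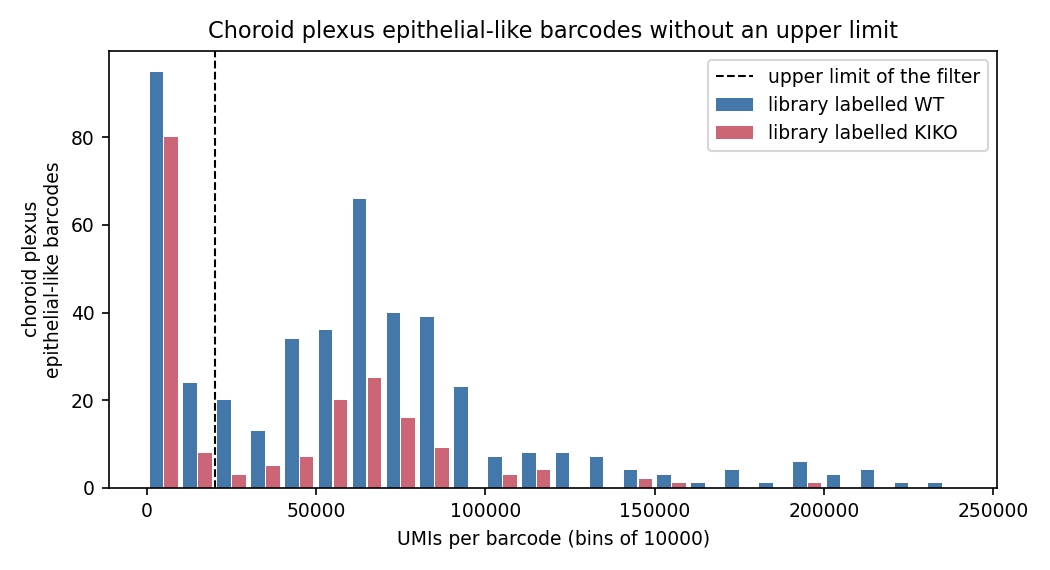
UMIs per barcode (x axis, bins of 10000) of the choroid plexus epithelial-like barcodes found without upper limits, as numbers of barcodes (y axis) in the libraries labelled WT (blue) and KIKO (red), with the filter's limit of 20000 UMIs as a dashed line. Most of the 448 barcodes labelled WT lie above the limit.

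T cell-like cells were a higher share in the library labelled KIKO, with 187 cells or 9.06% (7.86 to 10.4) against 52 cells or 3.75% (2.81 to 4.88). The difference was 5.32 percentage points (3.69 to 6.90). One T cell-like cluster of 34 cells came from the library labelled KIKO alone. Without it the shares were 7.54% (6.43 to 8.78) and 3.75%. Microglia-like cells made up 5.62% (4.47 to 6.96) of cells labelled WT and 6.69% (5.65 to 7.85) of cells labelled KIKO, within counting error. Border macrophage-like cells made up 1.44% (0.882 to 2.22) and 2.33% (1.72 to 3.07). Together with them, as several other settings grouped these cells, microglia-like cells made up 7.06% (5.77 to 8.54) and 9.02% (7.81 to 10.3). The difference of 1.96 percentage points (0.08 to 3.76) was just beyond counting error. Without the upper limits it was larger, from shares of 5.04% (4.11 to 6.10) and 8.32% (7.26 to 9.49). The looser filter gave 6.09% (5.17 to 7.12) and 10.1% (9.08 to 11.3). The smallest difference under any setting was 1.62 points. Macroglia-like cells fell from 3.46% (2.56 to 4.56) to 1.60% (1.10 to 2.24), from 48 and 33 cells. Fibroblast-like cells fell from 4.83% (3.76 to 6.09) to 1.84% (1.31 to 2.52), but this difference vanished under the looser filter, at 0.034 points. Ependymal-like cells were 8 and 7 cells, too few to compare. The unnamed low-UMI cluster held 3.31% (2.44 to 4.40) of cells labelled WT and 3.05% (2.35 to 3.89) of cells labelled KIKO.

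**Figure D2:**
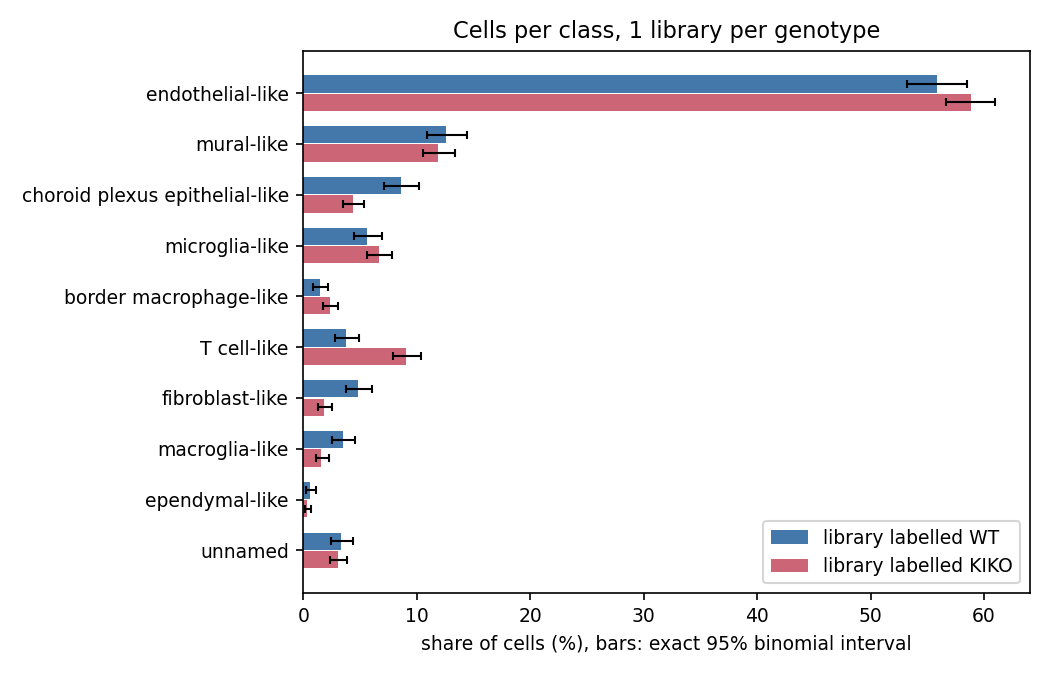
Share of filtered cells in each class (x axis, percent) in the libraries labelled WT (blue) and KIKO (red), with exact binomial intervals as bars. T cell-like cells stood at 3.75% and 9.06%, and choroid plexus epithelial-like cells at 8.57% and 4.36%.

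Expression was then compared within classes. In endothelial-like cells, the class with most cells, 3 of 3721 genes were at or past 2-fold, where counting error alone gave 0. In mural-like cells 38 of 4177 genes were at or past 2-fold, 18 higher and 20 lower in the library labelled KIKO. With edgeR TMM factors 13 were higher and 24 lower, and without the upper limits 7 were higher and 4 lower. In microglia-like cells the count was 206 of 3723 genes (87 higher, 119 lower), with 13.5 from counting error alone. The split did not hold under other settings, with 106 higher and 102 lower under TMM factors and 115 higher and 72 lower without the upper limits. In T cell-like cells it was 239 of 3512 genes (155 higher, 84 lower), with 23.7 from counting error alone. Without the cluster found in the library labelled KIKO alone, 75 were higher and 90 lower. In choroid plexus epithelial-like cells it was 527 of 2698 genes, 492 of them higher, with 27.9 from counting error alone. Without the upper limits the choroid plexus epithelial-like count was 6, so the comparison of that class depended on the barcodes that the filter left. These counts have no replicate check, and counting error alone leaves out unevenness between cells.

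The highest ratios in endothelial-like cells were those of Unc13c (log2 ratio 1.19, interval 0.94 to 1.44), Hspa1b (0.99), Hsph1 (0.93), Hspa1a (0.83) and Nckap5 (0.82). The lowest were Egr1 (-1.06, interval -1.10 to -1.01), Egr3 (-0.83), Fkbp5 (-0.80), Clu (-0.75) and Tnik (-0.73). In mural-like cells Lrmda (1.77), Npas2 (1.66), Ednrb (1.49), Pde10a (1.47) and Cdh4 (1.38) were highest. Among the lowest there were Egr3 (-1.47), Tnfrsf12a (-1.27), Ier5l (-1.27) and Arl4d (-1.22). In choroid plexus epithelial-like cells the highest were Pglyrp1, Adgrl4, Cxcl12, Srgn and Ly6a, with log2 ratios of 7.17 to 8.25. Pglyrp1, Adgrl4, Cxcl12 and Srgn rested on 1 UMI each in the library labelled WT, so that the interval of Pglyrp1 ran from 5.75 to 13.56. The lowest were Dusp18 (-1.77), Pla2g12a (-1.75), Aebp2 (-1.51), Txnl4a (-1.50) and Ppp1r1a (-1.49). At least 3 of the 12 endothelial markers were found in 46 of the 90 choroid plexus epithelial-like cells labelled KIKO (51.1%, 40.3 to 61.8) and in 7 of the 119 labelled WT (5.88%, 2.40 to 11.7).

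In T cell-like cells Spp1 gave 0 UMIs labelled WT and 1034 labelled KIKO. Its log2 ratio was 6.33 against the floor of 3 counts (interval from 6.02) and came with the cluster found in the library labelled KIKO alone. Nrn1 (6.11), 2900026A02Rik (4.22), Rgs16 (3.95) and Nrgn (3.93) followed. Without that cluster Nrn1 fell to 1.07 and Rgs16 to 2.26. Dach2 (-5.38), Stmn1 (-3.66), Nav2 (-3.14), Klra7 (-2.89) and Klf7 (-2.66) were lowest. Of these, Dach2 rested on 2 cells labelled WT, and 40 of the 44 Stmn1 UMIs labelled WT came from 1 cell.

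In microglia-like cells, 78 labelled WT and 138 labelled KIKO, genes of MHC class II, which present antigen to T cells, had the highest ratios. H2-Aa (ENSMUSG00000036594, chromosome 17 of GRCm38, 34282744 to 34287823) gave 2 UMIs labelled WT and 730 labelled KIKO, a log2 ratio of 7.82 (5.97 to 10.87). H2-Eb1 gave 0 and 638 UMIs, a log2 ratio of at least 7.04. H2-Ab1 gave 7 and 585 UMIs, a log2 ratio of 5.70 (4.64 to 7.02), and Cd74 gave 58 and 3077 UMIs, a log2 ratio of 5.04 (4.67 to 5.44). Slamf7 followed at 4.80 (2.25 to 10.14), from 1 and 45 UMIs. H2-Aa was found in 51 of 138 cells labelled KIKO (37.0%, 28.9 to 45.6) and in 1 of 78 labelled WT (1.28%, 0.03 to 6.94). After thinning each cell to 1000 UMIs, which left out no cell, it was found in 36 cells or 26.1% (19.0 to 34.2) labelled KIKO and in 0 of 78 labelled WT, which allows a share of up to 3.85%. The background in endothelial-like cells after thinning was 0.329% labelled KIKO (0.09 to 0.841) and 0 of 775 labelled WT, which allows up to 0.387%. Median depths were 4437.5 and 4496.5 UMIs in microglia-like cells and 7493.0 and 7817.0 UMIs in endothelial-like cells, labelled WT and KIKO.

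The lowest ratios in microglia-like cells were those of Mki67 (-5.21), Top2a (-4.05), Gdf15 (-3.61), Plekhh2 (-2.91) and Pglyrp1 (-2.69). Single cells decided several of them. Of the 69 Mki67 UMIs labelled WT, 68 came from 1 cell, and 37 of the 41 Top2a UMIs came from 1 cell. One cell also gave 35 of the 60 Pglyrp1 UMIs, and with the highest doublet scores left out that gene reversed to 2.67.

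The preset lists put these genes in context. In microglia-like cells the median log2 ratio of the homeostatic list was -0.45 (counting interval -0.56 to -0.39), below nearly all matched random lists (percentile 0.005). Of its 12 genes 11 were lower, among them Fcrls (-1.06), Cx3cr1 (-0.76) and Tmem119 (-0.57), and Sall1 (0.03) was the exception. The MHC class II median was 5.37 (4.90 to 6.10), above all matched random lists, but its size rests on which cells count as microglia-like. For the MHC class II list median log2 ratio, microglia, preset alternatives gave 1.19 with all 2000 variable genes, 1.12 at a resolution of 0.2, 1.17 without upper limits, 1.10 with the looser and 0.99 with the stricter filter. Canonical correlation integration gave 4.87. Joining border macrophage-like cells, an alternative chosen after seeing the data, gave 1.12. The disease-associated list stood at 0.34 (0.23 to 0.51), percentile 99.9, with 12 of 15 genes higher, among them Spp1 (3.27) and Apoe (0.66). It fell to 0.11 without the low-UMI microglia-like cluster. The inflammatory list stood at -0.14 (-0.26 to -0.00) with genes in both directions (8 higher, 9 lower), percentile 14.4. Of its genes 5 were higher and 8 lower beyond counting error. Among the higher were Il1b (1.19), Cd86 (1.09) and Acod1, with 0 and 36 UMIs (2.90 against the floor of 3 counts, interval from 2.52). Among the lower were Ptgs2 (-1.60), Cxcl10 (-1.58) and Tnf (-0.88). The list of alternative activation stood at -0.20 (-0.41 to 0.14), percentile 20.9. The interferon list stood at -0.04 (-0.42 to 0.26), percentile 56.6. Outside microglia-like cells the MHC class II median was 2.61 (2.04 to 3.44) in endothelial-like cells and 1.54 (0.88 to 2.35) in mural-like cells, at far lower counts: H2-Aa gave 57 UMIs or 5.47 CPM in endothelial-like cells labelled KIKO. In T cell-like cells the MHC class II median was -0.10 (-0.93 to 0.63), percentile 37.4, with 1 gene higher and 2 lower. It rests on 3 genes, of which 1 had 0 UMIs in one library and stands at the floor. H2-Aa was found in 0 of 52 T cell-like cells labelled WT and 5 of 187 labelled KIKO. Cd74 was found in 1 and 16 of them, so this median does not settle the direction. In T cell-like cells the inflammatory median was 0.95 (0.14 to 1.10).

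**Figure D3:**
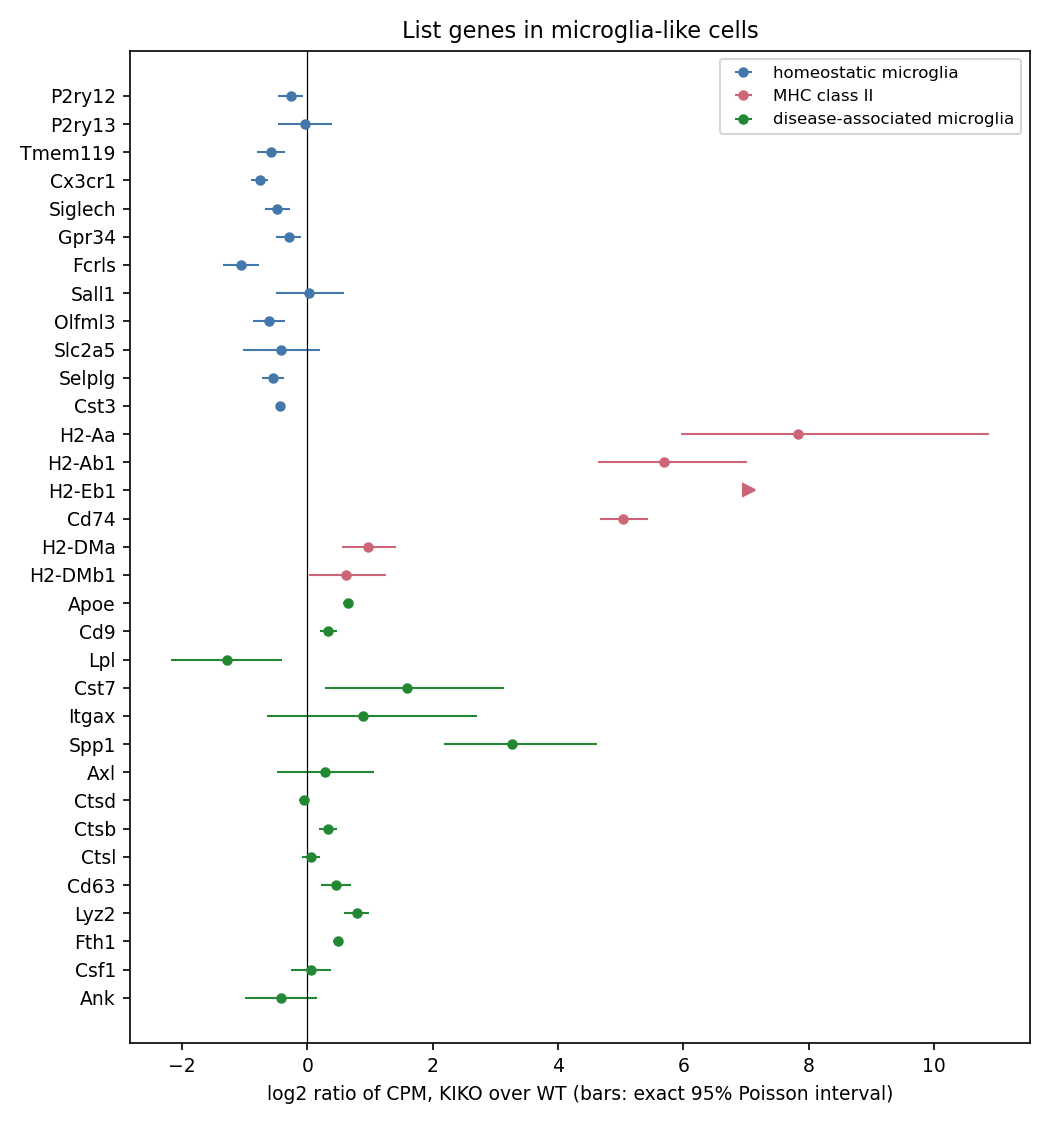
Log2 ratio of CPM, KIKO over WT (x axis), of genes of 3 preset lists in microglia-like cells, with exact Poisson intervals as bars, and H2-Eb1 as an arrowhead at its ratio against the floor of 3 counts. The H2-Aa, H2-Ab1, H2-Eb1 and Cd74 points lie above 5, and 11 of the 12 homeostatic genes lie below 0.

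Metabolic lists were compared because the study places a mitochondrial defect at the origin of the microglial state. Over all cells the nuclear oxidative phosphorylation list, 78 genes of the respiratory chain and ATP synthase, had a median of -0.27 (-0.29 to -0.25) with all 78 genes lower and percentile 0.00. With classes given the same weight in both libraries, it was -0.11. Within classes it was smaller, at -0.03 (-0.06 to -0.01) in endothelial-like cells, -0.06 (-0.09 to -0.02) in mural-like cells, -0.05 (-0.08 to 0.07) in T cell-like cells and -0.11 (-0.19 to -0.01) in microglia-like cells, where its percentile was 27.5. It was -0.40 (-0.45 to -0.36) in choroid plexus epithelial-like cells, but ran from -0.80 to -0.014 there over the alternatives. In that class 51.1% of cells labelled KIKO and 5.88% labelled WT held at least 3 endothelial markers, so its median is not read further. The mitochondrially encoded subunits went the other way in mural-like cells, at 0.28 (0.22 to 0.34) with 13 of 13 genes higher and percentile 99.7, and in T cell-like cells, at 0.31 (0.17 to 0.44) with 10 higher, 3 lower and percentile 99.95. Their median was 0.0037 (-0.02 to 0.07) in endothelial-like and 0.03 (-0.01 to 0.08) in choroid plexus epithelial-like cells. In microglia-like cells the medians were 0.07 (-0.00 to 0.14) for mitochondrially encoded subunits, -0.28 (-0.53 to 0.05) for the tricarboxylic acid cycle, -0.11 (-0.30 to 0.03) for glycolysis, -0.25 (-0.49 to 0.10) for fatty acid oxidation and 0.05 (-0.30 to 0.60) for iron-sulphur cluster assembly. None of these 5 was beyond counting error. The list of Nrf2 targets was lower there, at -0.52 (-0.86 to -0.13), percentile 0.45.

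Immediate early genes, which cell dissociation can induce, were lower in endothelial-like cells labelled KIKO (-0.48, -0.50 to -0.46) and in mural-like cells (-0.70, -0.75 to -0.64), both at percentile 0.00, with 14 of 16 genes lower in each. The 2 higher ones were the heat-shock genes of the list, Hspa1a (0.83 endothelial-like, 0.11 mural-like) and Hspa1b (0.99 and 0.63). Both were also higher in microglia-like cells (1.86 and 2.32) and in T cell-like cells (2.33, 1.32 to 3.57, and 1.53, 0.65 to 2.57). In choroid plexus epithelial-like cells all 16 were higher (3.24, 3.01 to 3.46), and the sign turned without the upper limits (-0.36). The list was near equal in T cell-like cells (-0.03, -0.13 to 0.06) and mixed in microglia-like cells (0.13, 0.09 to 0.19, with 11 genes higher and 5 lower), where the sign of the median turned without the upper limits (-0.026).

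**Figure D4:**
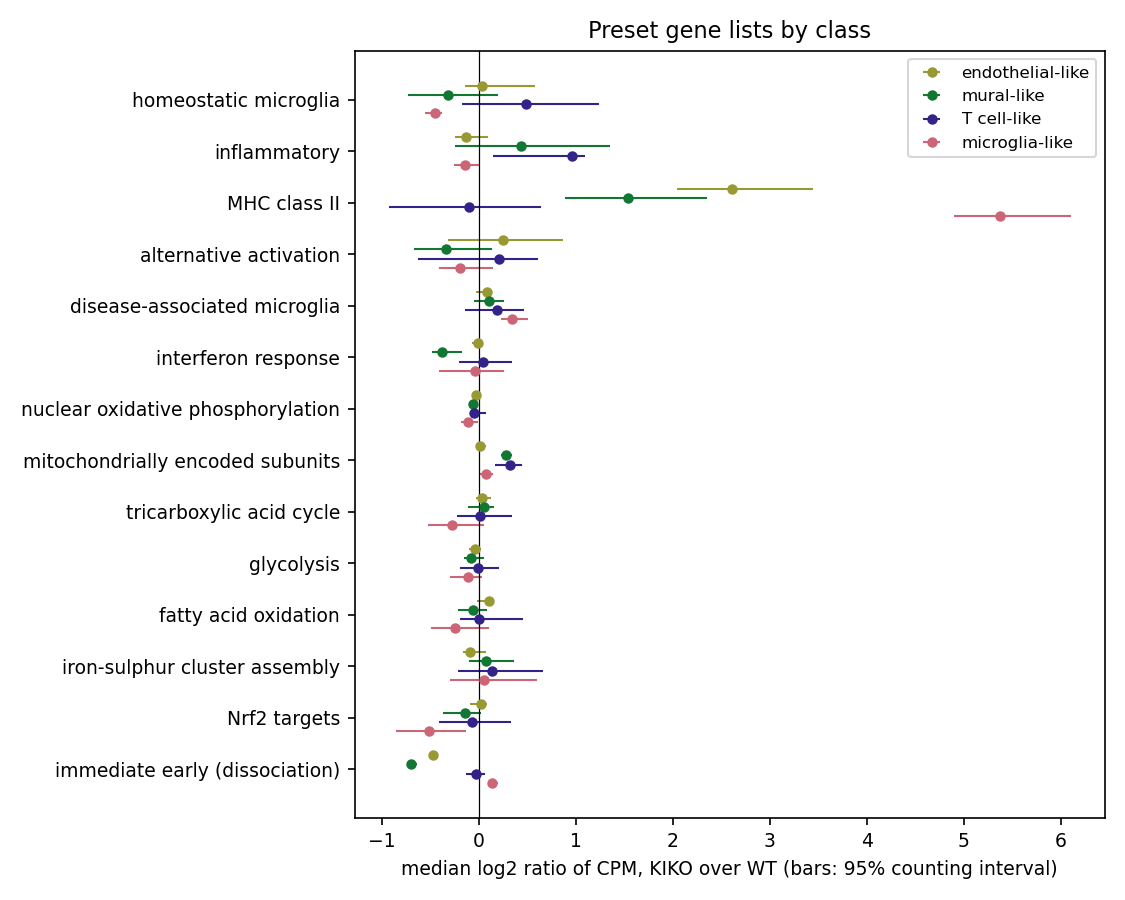
Median log2 ratio of CPM, KIKO over WT (x axis), of the preset lists (y axis) in 4 classes (colours), with counting intervals as bars. The MHC class II list in microglia-like cells stands apart at 5.37, a size that preset alternatives, among them all 2000 variable genes (1.19), brought to about 1, and most metabolic lists lie close to 0.

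Butyrate receptors were compared in microglia because the study asked through which receptor butyrate acts. Hcar2 (ENSMUSG00000045502, chromosome 5, 123863570 to 123865499) gave 21 UMIs labelled WT and 20 labelled KIKO, or 38.9 and 23.0 CPM. The ratio was 0.591, with an interval of 0.304 to 1.15, so no difference was detectable at this depth. The log2 ratio was -0.76, and the alternative that moved it most, the looser filter, gave 0.16. Hcar2 was found in 8 of 78 cells labelled WT (10.3%, 4.53 to 19.2) and 14 of 138 labelled KIKO (10.1%, 5.66 to 16.4). After thinning to 1000 UMIs it was found in 3 of 78 and 2 of 138 cells. In endothelial-like cells the background was 0 of 775 and 1 of 1214 cells. Hcar2 was also found in border macrophage-like cells, in 2 of 20 labelled WT and 11 of 48 labelled KIKO. Ffar2 and Ffar3 gave 0 UMIs in microglia-like cells of both libraries, which allows a share of up to 3.85% of cells labelled WT and 2.17% of cells labelled KIKO.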

Values the study reported

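The study reported 4,484 cells that passed quality control. For the KIKO sample it gave 3,353 barcodes before filtering and 2,358 cells after it. For the WT sample it gave 2,854 barcodes before filtering and 2,442 cells after it. The 2 numbers of cells after filtering add up to more than the total it gave. It grouped the cells into 12 groups.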

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

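The alternatives that left out the highest doublet scores, the low-UMI microglia-like cluster or the T cell-like cluster of the library labelled KIKO, and the one that joined border macrophage-like cells to microglia-like cells, were chosen only after the result was seen. No paired analysis was possible because each group holds 1 library. Of the values reported here that answer a comparison, 245 stayed within counting error or within 1.5 times the count, 63 moved and 1 reversed. Of the other values 1483 stayed, 227 moved and 25 reversed. Counted by result, 19 of those that answer a comparison moved or reversed under at least 1 alternative and 3 under none. Of the others 82 moved or reversed and 42 did not. The Hcar2 log2 ratio in microglia-like cells ranged from -1.39 to 0.16, around no difference. Where no cause is named below, the cause was not tested.

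Without the upper limits, the share differences were 9.33 points for endothelial-like, -15.3 for choroid plexus epithelial-like and -1.73 for fibroblast-like cells. Over all cells the list medians were 0.91 in place of -0.27 (homeostatic), -0.63 in place of -0.27 (nuclear oxidative phosphorylation), 0.27 in place of -0.11 (Nrf2 targets) and 0.35 in place of -0.41 (immediate early). In choroid plexus epithelial-like cells they were -0.56 in place of 2.29 (inflammatory) and -0.36 in place of 3.24 (immediate early), with Pglyrp1 at -0.32, Adgrl4 at -0.32, Srgn at -0.22, Ly6a at -0.23 and Aebp2 at 0.25. In microglia-like cells they were -0.79 (homeostatic), 1.17 (MHC class II), 0.52 (disease-associated) and -0.026 (immediate early). Genes at or past 2-fold numbered 11 in place of 38 in mural-like and 6 in place of 527 in choroid plexus epithelial-like cells.

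With the looser filter, the endothelial share, KIKO minus WT, percentage points, was 7.98, and the choroid plexus epithelial share, KIKO minus WT, percentage points, was -15.1. The difference was 4.06 for microglia-like with border macrophage-like cells and 0.034 for fibroblast-like cells. Over all cells the list medians were 0.96 (homeostatic), -0.54 (nuclear oxidative phosphorylation), 0.25 (Nrf2 targets) and 0.37 (immediate early). In choroid plexus epithelial-like cells they were -0.29 (inflammatory) and -0.34 (immediate early), with Pglyrp1 at -0.080 and Aebp2 at 0.22. In microglia-like cells they were -0.77 (homeostatic), 1.10 (MHC class II) and 0.044 (glycolysis). Genes at or past 2-fold numbered 11 in place of 38 in mural-like and 6 in place of 527 in choroid plexus epithelial-like cells.

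With the stricter filter, the fibroblast share, KIKO minus WT, percentage points, was -0.979, and the all-cell median of mitochondrially encoded subunits was 0.021 in place of -0.037. In microglia-like cells the medians were -0.62 (homeostatic), -0.35 (inflammatory) and 0.99 (MHC class II). Genes at or past 2-fold numbered 7 in place of 3 in endothelial-like, 75 in place of 38 in mural-like and 1106 in place of 527 in choroid plexus epithelial-like cells.

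With border macrophage-like cells joined to microglia-like cells, the microglia medians were -0.62 (homeostatic) and 1.12 (MHC class II). The resolution of 0.2 gave the same medians, -0.62 and 1.12, since it grouped the same cells, with 6 genes in place of 3 in endothelial-like and 932 in place of 527 in choroid plexus epithelial-like cells. With all 2000 variable genes the microglia medians were -0.69 (homeostatic), -0.28 (inflammatory) and 1.19 (MHC class II). With canonical correlation integration the MHC class II list median log2 ratio, microglia, was 4.87. The size of the MHC class II difference therefore depends on which cells count as microglia, while its direction was the same in these alternatives.

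Without the low-UMI microglia-like cluster, the disease-associated median was 0.11 and that of nuclear oxidative phosphorylation -0.27. With the 3% highest doublet scores left out, the disease-associated median was 0.62, Pglyrp1 in microglia-like cells 2.67, and 88 genes in place of 38 were at or past 2-fold in mural-like cells. With called doublets left out, 927 genes in place of 527 were at or past 2-fold in choroid plexus epithelial-like cells. Without the T cell-like cluster of the library labelled KIKO, Spp1 in T cell-like cells was -1.32, which arises from the floor of 3 counts set for the library labelled WT. Genes at or past 2-fold in T cell-like cells numbered 165 there (75 higher, 90 lower), in place of 239 (155 higher, 84 lower). With all 2000 variable genes 143 were higher and 143 lower.

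TMM factors gave medians of -0.29 (nuclear oxidative phosphorylation, all cells), -0.071 (the same list, endothelial-like cells) and -0.39 (homeostatic, microglia-like cells). DESeq2 size factors gave -0.29, -0.074 and -0.38. Both factors shift all ratios of choroid plexus epithelial-like cells, by -0.19 and -0.20. They moved the split of genes at or past 2-fold in mural-like cells from 47.4% higher to 35.1% and 33.3%. The looser filter and no upper limits each moved it the other way, to 63.6% higher (7 higher, 4 lower), and no CPM minimum to 64.3%. In microglia-like cells both TMM and DESeq2 factors turned 87 higher and 119 lower into 106 higher and 102 lower. There the looser filter gave 125 higher and 59 lower, no upper limits 115 and 72, and all 2000 variable genes 109 and 79. In endothelial-like cells the mean over cells moved it from 1 of 3 higher to 2 of 4 higher. The mean over cells gave 63 genes in mural-like cells in place of 38. Leaving choroid plexus epithelial markers and mitochondrial genes out of library size gave -0.30 for nuclear oxidative phosphorylation over all cells. With classes at equal weight the all-cell medians were -0.095 in place of 0.32 (inflammatory), -0.15 in place of 0.12 (alternative activation), -0.11 in place of -0.27 (nuclear oxidative phosphorylation), 0.056 in place of -0.037 (mitochondrially encoded subunits) and 0.011 in place of -0.14 (tricarboxylic acid cycle). For the inflammatory list median log2 ratio, all cells, the looser filter gave 1.19 and no upper limits 1.16, and for the alternative activation list median log2 ratio, all cells, they gave 1.39 and 1.29.

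As a share of cells other than endothelial-like ones, the choroid plexus epithelial share, KIKO minus WT, percentage points, was -8.81. The differences were 5.92 for microglia-like with border macrophage-like, 13.5 for T cell-like, -3.94 for macroglia-like and -6.45 for fibroblast-like cells, larger by construction. List genes with at least 50 UMIs gave an inflammatory median of -0.27 in microglia-like cells.

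Without a CPM minimum, genes at or past 2-fold numbered 210 in endothelial-like, 294 in mural-like, 376 in microglia-like and 636 in T cell-like cells. With at least 100 CPM they numbered 19 in mural-like, 206 in choroid plexus epithelial-like, 57 in microglia-like and 83 in T cell-like cells. The number of genes considered differs between these settings by construction. How many genes counting error alone would give was not simulated for them. Microglia-like cells number 78 and 138, which limits what can be said of Hcar2 and of the metabolic lists there.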

Other observations

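The tests of the mixture of cell classes, of free T cell receptor RNA, of Ttr in endothelial-like cells, of Xist and Malat1 and of shared droplets by other myeloid genes were set out before their result was seen, and the other tests named here were chosen only after the result was seen. Here 1388 cells labelled WT and 2063 labelled KIKO passed the filter, of 3237 and 3685 barcodes. These cell numbers are lower, and these barcode numbers higher, than the values quoted from the study above. Barcodes with more than 200 genes numbered 2856 labelled WT and 3349 labelled KIKO, close to the barcode numbers of the study. The study names no such cut.

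Both libraries carry Xist, in 77.4% of cells labelled WT and 83.6% of cells labelled KIKO, and the Y-linked genes Uty, Ddx3y, Kdm5d and Eif2s3y gave 1 UMI labelled WT and 0 labelled KIKO, so sex-linked genes do not separate the libraries.

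H2-Aa and H2-Eb1 were each found in 51 microglia-like cells labelled KIKO and in 1 and 0 labelled WT. Cd74 was more widespread, in 84 of 138 and 19 of 78 cells. In border macrophage-like cells H2-Aa was found in 39 of 48 labelled KIKO and 16 of 20 labelled WT. Most myeloid cells labelled WT with H2-Aa were thus grouped there, so the contrast in microglia-like cells depends on the grouping. A few cells with very high counts do not account for that contrast, since 26.1% of the microglia-like cells labelled KIKO had an H2-Aa UMI after thinning. Free RNA as the source is argued against too, because H2-Aa reached 5.47 CPM in endothelial-like cells labelled KIKO against 839.6 CPM in microglia-like ones. Border macrophage-like cells in the class were tested by their 8 markers. In H2-Aa-positive microglia-like cells labelled KIKO these reached 3.77% of their border macrophage-like level, whereas H2-Aa itself reached 35.7%. Of the H2-Aa-positive cells of the border macrophage-like cluster, whatever their type, 69 other genes set them apart from H2-Aa-negative microglia-like cells. Their median lay 7.91% of the way between both, against 31.1% for H2-Aa, although 19 of the 69 lay past 0.5 of the H2-Aa percentage. The cluster also holds cells with B cell genes, so part of the positive cells may be shared droplets or another myeloid state. Both comparisons with H2-Aa favour a higher H2-Aa percentage, because the positive cells were chosen by H2-Aa. The MHC class II genes were also kept out of the clustering, whereas the compared genes could shape it. Neither comparison can therefore exclude mixing or grouping of cells. The homeostatic genes other than Cst3 summed to 3260 CPM in H2-Aa-positive cells labelled KIKO, 5264 CPM in H2-Aa-negative ones, 6482 CPM in cells labelled WT and 765.6 CPM in border macrophage-like cells labelled KIKO. A candidate explanation that stays open is an MHC class II state of microglia in the mice labelled KIKO. A single mouse of the pool or a difference between the preparations stays open as well for these libraries, because 1 library per group confounds them with genotype. The study also measured protein by flow cytometry in several mice per genotype. It reported higher MHC-II on microglia of KIKO mice, which is not tested here.

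Of the 34 cells of the T cell-like cluster found in the library labelled KIKO alone, 21 had a UMI of any alpha chain V gene, and 100% of these had Trav3-3, with a lower binomial bound of 83.9%. A second gene, Trav9-4, was found in 1 of them. In the other T cell-like cluster the most frequent alpha V gene was in 13.7% of such cells labelled KIKO and 13.3% labelled WT, with 28 and 14 different genes seen. Of the 8 cells with a beta chain V gene UMI in the cluster found in the library labelled KIKO alone, 6 had Trbv12-2 (75.0%, 34.9 to 96.8) and 5 had Trbv13-2. These genes lie next to each other on chromosome 6, so that a transcript reaching through both might be counted for either, which was not tested. The beta chain set the cluster apart less than the alpha chain. In the other T cell-like cluster the most frequent beta V gene was Trbv19 in 38.5% of such cells labelled KIKO. Among those labelled WT it was again Trbv12-2, in 4 of 11 (36.4%). Free RNA would have spread the alpha gene, but only 2 of the 2029 other cells labelled KIKO had it (0.0986%). UMIs of near-identical Trav genes could be assigned to one another, which the counts do not show. An expanded T cell clone is a candidate explanation, perhaps in 1 mouse of the pool, since mice are not separated here.

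The higher T cell-like share did not rest on that cluster alone, because the difference without it was 3.79 percentage points (2.24 to 5.31). The loss of another class would raise the others alike, but the mural-like share had a ratio of 0.942 where the T cell-like share had 2.42. The fibroblast-like share was used first for this test, with a ratio of 0.382, and was replaced by the mural-like share after both values had been seen. Both argue the same way. Genotype, a difference between mice and uneven recovery or blood content of the dissection stay open as causes in these libraries, and none was tested here. The study also reported a higher percentage of T cells in KIKO mice, by flow cytometry of several mice per genotype.

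Nuclear oxidative phosphorylation genes were lower over all cells labelled KIKO. Over all cells other than choroid plexus epithelial-like ones, the median was -0.042 in place of -0.27, with 62 of 78 genes lower. This is consistent with a different share of choroid plexus epithelial-like cells as the main cause of the all-cell difference. A small difference within other classes stays open.

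The lower choroid plexus epithelial-like share does not come from the UMI limit, since the difference widened to -15.3 percentage points without it. Ttr, a choroid plexus marker found in 1388 of 1388 cells labelled WT and 2049 of 2063 labelled KIKO, had a log2 ratio of -1.38 in endothelial-like cells. Both a loss of choroid plexus cells and more choroid plexus tissue taken with the cerebellum of the mice labelled WT would lower it, and the explanations cannot be told apart with 1 dissection per group.

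Nearly all genes at or past 2-fold in choroid plexus epithelial-like cells were higher in the library labelled KIKO. The 12 endothelial markers were all higher there too, with a median log2 ratio of 5.55. This suggests that endothelial RNA in those barcodes, from shared droplets or grouped endothelial cells, is the source of these ratios, and the choroid plexus ratios are not read further.

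The low-UMI microglia-like cluster had Xist in 4 of its 65 cells (6.15%). Depth alone would not give this, since the other microglia-like cluster, thinned to the same median of 1930 UMIs, kept Xist in 92.4% of 144 cells (86.7 to 96.1). Malat1, which stays in the nucleus, was at 7.69% of its level in the other cluster, and at 23.8% in the cells labelled WT and 1.0% in those labelled KIKO. These barcodes may hold cytoplasmic RNA with little nuclear RNA, as from cells torn open during dissociation or thawing. The library labelled KIKO gave 42 of them and the library labelled WT 23.

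Immediate early genes were lower in endothelial-like and mural-like cells labelled KIKO, except the heat-shock genes Hspa1a (0.83 and 0.11) and Hspa1b (0.99 and 0.63). Hspa1a and Hspa1b were also higher in microglia-like cells (1.86 and 2.32) and in T cell-like cells (2.33 and 1.53). The median of the list was 0.13 in microglia-like cells, but over genes that go both ways, with 9 of 16 higher and 5 lower beyond counting error. This does not decide whether a handling difference reached all cells alike, and handling and genotype cannot be told apart with 1 preparation per group.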
